# Dynamic plasticity in phototransduction regulates seasonal changes in color perception

**DOI:** 10.1038/s41467-017-00432-8

**Published:** 2017-09-04

**Authors:** Tsuyoshi Shimmura, Tomoya Nakayama, Ai Shinomiya, Shoji Fukamachi, Masaki Yasugi, Eiji Watanabe, Takayuki Shimo, Takumi Senga, Toshiya Nishimura, Minoru Tanaka, Yasuhiro Kamei, Kiyoshi Naruse, Takashi Yoshimura

## Abstract

To cope with seasonal changes in the environment, organisms adapt their physiology and behavior. Although color perception varies among seasons, the underlying molecular basis and its physiological significance remain unclear. Here we show that dynamic plasticity in phototransduction regulates seasonal changes in color perception in medaka fish. Medaka are active and exhibit clear phototaxis in conditions simulating summer, but remain at the bottom of the tank and fail to exhibit phototaxis in conditions simulating winter. Mate preference tests using virtual fish created with computer graphics demonstrate that medaka are more attracted to orange-red-colored model fish in summer than in winter. Transcriptome analysis of the eye reveals dynamic seasonal changes in the expression of genes encoding photopigments and their downstream pathways. Behavioral analysis of photopigment-null fish shows significant differences from wild type, suggesting that plasticity in color perception is crucial for the emergence of seasonally regulated behaviors.

## Abstract (web summary)

Animal coloration and behavior can change seasonally, but it is unclear if visual sensitivity to color shifts as well. Here, Shimmura et al. show that medaka undergo seasonal behavioral change accompanied by altered expression of opsin genes, resulting in reduced visual sensitivity to mates during winter-like conditions.

## Introduction

Seasonal changes in color sensitivity could underlie seasonal behavioral changes. For examples, a recent study in humans demonstrated that the wavelength settings for the “unique yellow hue” are significantly shifted to shorter wavelengths in summer compared with those in winter^1, 2^. Seasonal affective disorder patients, experiencing recurrent winter episodes of depressed mood, overeating and hypersomnia^3^, show electroretinogram changes in winter, with lower sensitivity compared with healthy subjects^4^. This decreased retinal sensitivity, along with the depressed mood, are normalized following light therapy or in summer^4^. These studies highlight the potential importance of the retina in seasonality, but the molecular basis of these seasonal changes remains unknown.

There is also evidence in non-human animals that opsin expression varies in response to environmental changes including seasons, for example, (i) SWS1 (short-wavelength sensitive; ultraviolet sensitive) opsin expression in damsel fish changes in winter compared with those in summer^5^; (ii) LWS (long-wavelength sensitive; red sensitive) opsin in stickleback^6^ and OPN4 (opsin4; melanopsin)-related genes in zebrafish^7^ vary in response to photoperiod; (iii) LWS and RH2 (rhodopsin 2; green sensitive) opsins are differentially expressed according to water depth in damsel fish^5^; (iv) SWS2B (blue/violet) opsin changes in wild-caught and lab-reared cichlids^8^; and (v) coexpression of LWS and RH2A is influenced by environmental background spectra in cichlid^9^. Although these gene expression changes appear to cause alterations in the spectral sensitivity of vision, their physiological and ecological significance remains unclear.

In this study, we addressed the functional significance of seasonal changes in opsin expression directly using Japanese medaka (*Oryzias latipes*), an excellent model for studying seasonal adaptation^10^. We first characterized seasonal changes in behavior and found differences in phototaxis and mate preference. We then examined the impact of these changes (that is, in response to photoperiod and temperature) on global gene expression within the eye and found dynamic changes in the expression of genes encoding photopigments and their downstream pathways. Finally, we demonstrated the functional significance of seasonally regulated plasticity in opsin gene expression on seasonally regulated behaviors, using fish harboring null mutations in the LWS opsins, and found that seasonal changes in color sensitivity underlie seasonal behavioral changes.

## Results

### Seasonal changes in behavioral traits

We observed seasonal differences in behaviors in a medaka population maintained in outdoor enclosures for several years. To confirm this observation in a controlled environment, we tracked the spatial usage of two fish (male and female) in a home tank using a three-dimensional (3D) tracking system. Similar to their activity when reared outdoors, fish kept under long-day (LD), warm-temperature conditions (LW: 14 h light/10 h dark; 26 °C) swam all over the tank, whereas fish kept under short-day (SD) and cool-temperature conditions (SC: 10 h light/14 h dark; 8 °C) stayed at the bottom of the tank (Fig. 1a). In general, fish swim much faster and further in LW compared with SC conditions (Supplementary Fig. 1a). Fish normally swim toward a weak light stimulus (positive phototaxis), but avoid strong light signals (negative phototaxis)^11^. They also exhibit a transient period of hyperactivity upon loss of illumination, known as darkness-induced light-seeking behavior^12^. In this study, we observed negative phototaxis and darkness-induced light-seeking behavior in medaka kept under LW conditions. When LW medaka were introduced into a novel tank (see Methods section), they avoided white light (23.1 μmol m^−2^ s^−1^; 70 Lux) (Supplementary Fig. 2a), but immediately moved to the opposite side of the tank just after lights out (Fig. 1b). By contrast, SC fish swam randomly before and after lights-out and failed to exhibit either negative phototaxis or darkness-induced light-seeking behavior (Fig. 1b). It is noteworthy that although overall activity is decreased under winter conditions in the home tank (Fig. 1a and Supplementary Fig. 1a), these fish have the capacity to move when transferred to new environmental conditions (e.g., test tank) (Supplementary Fig. 1b)

**Fig. 1:**
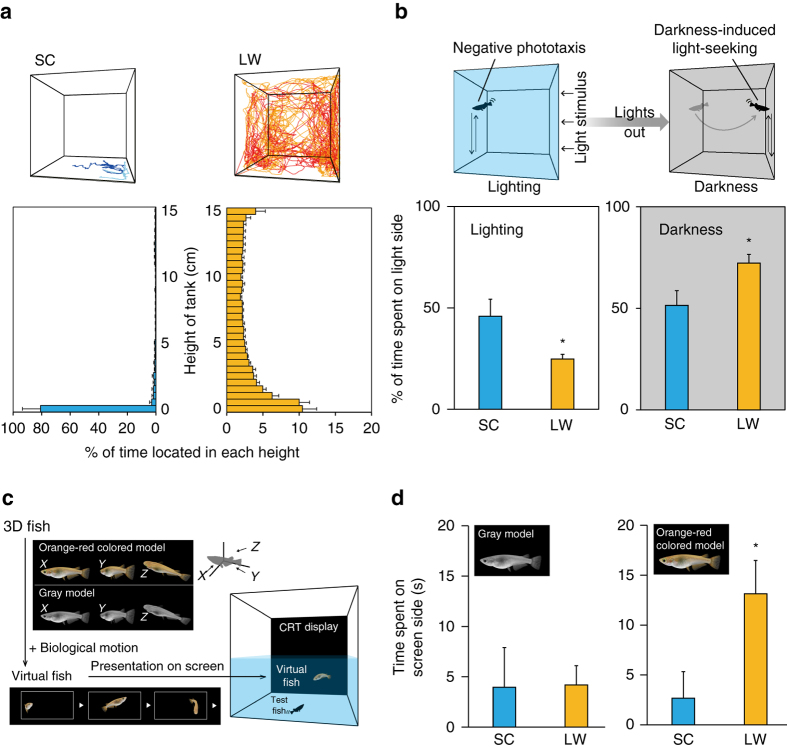
Medaka undergo seasonal changes in behavior. **a** *Top*: Behavioral traces of two individuals under long day/warm temperature (LW) and short day/cool temperature (SC) conditions. Different colors denote traces for each individual. *Bottom*: Time spent at each height of the tank. **b** *Top*: Medaka (LW fish) exhibited negative phototaxis (*left*) and darkness-induced light-seeking behavior (*right*). *Bottom*: (*left*) LW fish exhibited negative phototaxis to a white light stimulus, whereas SC fish swam randomly (*P < 0.05, *t*-test; mean + SEM, *n* = 5–9). (*right*) When the light was turned off, LW fish immediately moved to the opposite side of the tank, whereas SC fish failed to exhibit this darkness-induced light-seeking behavior (*P < 0.05, *t*-test; mean + SEM, *n* = 5–9). **c** Three-dimensional computer graphics (3D-CG) medaka (see Supplementary Movie 1). **d** (*left*) When presented with a gray model fish on the screen, neither SC nor LW test fish showed a preference (*P* > 0.05, *t*-test; mean + SEM, *n* = 8–10). (*right*) By contrast, LW test fish spent more time on the screen side when presented with orange-red-colored model fish, whereas SC fish did not show a preference (*P < 0.05, *t*-test; mean + SEM, *n* = 10)

During the breeding season, medaka develop several black stripes on the caudal fin and black spots on the ventral fins. In addition, the orange–red color along the dorsal and ventral margins of the caudal fin becomes more intense (Supplementary Fig. 2b). This nuptial coloration is caused by an increase in the number of melanophores and xanthophores^13^. Therefore, we hypothesized that medaka might be attracted to orange–red-colored mates during the breeding season. To test this hypothesis, we conducted a mate preference test using virtual fish generated with 3D computer graphics (3D-CG) (Fig. 1c and Supplementary Movie 1). In this system, different colored 3D fish (Supplementary Fig. 2c) with realistic motion patterns can move around on the screen, enabling evaluation of the effect of body color independently of behavioral patterns or chemical signals of attraction (e.g., pheromones). Neither LW nor SC fish showed a preference for gray model fish (Supplementary Fig. 2c). However, LW fish spent more time on the screen side of the tank when presented with orange–red-colored model fish. By contrast, SC fish did not exhibit such a preference (Fig. 1d). Based on these results, we speculate that medaka kept under LW and SC conditions process the visual environment differently.

### Seasonal regulation of genes involved in phototransduction

To address the mechanism of these visual changes, we performed genome-wide expression analysis using microarrays to examine seasonal changes in global gene expression within the eye. As seasonal responses in gonadal size are much more robust in females than in males, we used female medaka for the microarray analysis. When SC fish were transferred to LW conditions, a significant increase in the gonad somatic index (gonadal weight/body weight × 100) was first detected on day 3 and ovaries reached their full size on day 7 (Supplementary Fig. 3). Eyes were collected from six fish at 16 h after light onset on days 0, 1, 2, 3, 5, 7 and 14 after transfer from SC to LW conditions. 

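The eyes came from female medaka (Oryzias latipes), a small freshwater fish that breeds in long days. Day 0 fish were in SC conditions (10 h light per day, 8 °C) and the fish of the 6 later days were in LW conditions (14 h light per day, 26 °C). The methods describe RNA pools of 3 fish, 2 pools per time point and 1 array per pool, which gives 14 arrays over 7 time points. The results can also be read as 1 pool on duplicate arrays, and the spread between arrays would then leave out the difference between fish. The arrays were custom one-colour Agilent arrays, on which labelled cRNA binds to short DNA probes and the brightness of each spot is read. Each array held 31090 probes outside the controls, of which 18377 had 1 spot and 12713 had 2. The authors deposited the scanner output of every array, with each spot's intensity corrected for background and for trends across the array by Agilent's Feature Extraction, and not normalized between arrays. From these intensities, log2 of the processed signal was taken, the 75th percentile of the same array was subtracted, spots flagged as outliers (1 to 9 per array) were left out and the spots of a probe were averaged. The 75th percentile was between 1472 and 2073 intensity units, with a median of 1833, and no spot was saturated. Per array, between 25726 and 28117 probes (82.7% to 90.4%) were well above background. The 28006 probes that were well above background on both arrays of at least 1 time point were tested with limma, in a model with the time point as a factor in which all arrays share one estimate of the spread. The 2 arrays of a time point differed by a root mean square of 0.41 to 0.45 on the log2 scale across probes, and by more than 2-fold for 2.67% to 4.00% of the probes. With n = 2 arrays per time point, the number of arrays limits the precision of every value. The arrays lay on 4 slides. Days 0 and 1 shared a slide, as did days 2 and 3 and days 5 and 7, and day 14 had a slide of its own, so a change between days on different slides includes any difference between those slides.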

For each time point, biotinylated complementary RNAs (cRNAs) prepared from pooled eyes (*n* = 3) were hybridized to duplicate sets of microarrays to minimize experimental error. 

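The array carried 1 probe for RPL7, a ribosomal protein gene that the authors' deposited table places on chromosome 20 from 14289726 to 14418736. Its log2 signal above the 75th percentile of the array was 6.99 ± 0.037 (SD, n = 2 arrays) on day 0 and 7.00 ± 0.00077 (SD, n = 2) on day 14. The difference was 0.004 (standard error 0.078, adjusted p = 0.969 from limma with Benjamini-Hochberg adjustment over the 28006 probes). Across the 7 time points the means spanned 0.17 on the log2 scale, and limma's F-test over all time points gave an adjusted p of 0.482. A change smaller than the standard error would not have been detectable with this number of arrays, nor would a somewhat larger one. The day 3 change of 0.093 was above the standard error and was not called (adjusted p = 0.360 from limma). The day 14 difference depended on the scaling of the arrays and lay between -0.20, with the arrays scaled on their spike-in control probes (an alternative chosen after seeing the data), and 0.09, and was not called under any of the alternatives run.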

We observed no fluctuation in the expression of ribosomal protein L7 (RPL7), an internal RNA control^14^, during the transition (Supplementary Fig. 4a). The results of the microarray experiment were validated by quantitative PCR (qPCR) assays in both male and female fish (Supplementary Fig. 5).

Differential gene expression was subjected to one-way analysis of variance (ANOVA) analysis (*P < *0.01, Tukey’s HSD (Honest Significant Difference) post-hoc test and a Benjamini–Hochberg FDR (False Discovery Rate) *P < *0.001) with a twofold cut-off for fold change. This analysis identified 824 LW-induced and 727 LW-suppressed genes (Supplementary Data 1). Among these, seven opsin genes (*SWS1*, *RH2-A*, *RH2-B*, *LWS*, *RH1*, (*rhodopsin 1*), *OPN4L* and *OPN5L (opsin 5 like)*) were upregulated, whereas two opsins (*parapinopsin*: *PP* and *peropsin*: *RRH*) were downregulated (Fig. 2a and Supplementary Figs 4 and 5). 

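Over the 28006 probes tested, limma's moderated F-test across the 7 time points called 5204 probes at a Benjamini-Hochberg adjusted p under 0.001. Of these, 2663 also differed by at least 2-fold between day 14 and day 0, with 1405 higher and 1258 lower in LW. The split depended on the scaling of the arrays. Scaled on spike-in control probes, an alternative chosen after seeing the data, it was 962 higher and 1867 lower. The same rule applied to the one-way model without moderation, as the methods of the paper name it, called 921 probes as higher and 795 as lower. The post hoc test of the paper was not run. With only the arrays of day 0 and day 14 in the fit, limma called 0 probes by this rule, while 15247 probes had an unadjusted p under 0.05 and 12233 had an adjusted p under 0.05. The methods' t-test on those arrays gave 11889 probes at an unadjusted p under 0.05. On simulated arrays in which 200 of 27982 probes were changed by 1 to 3 on the log2 scale, the F-test rule recovered 105 of them (52.5%) and called 0 unchanged probes. With so few changed probes the adjustment is stricter than in the data, where 5204 probes passed. The rate of 52.5% therefore does not describe these data. Tested day by day against day 0, limma called 12284 probes on day 1, 13179 on day 3, 14728 on day 7 and 14940 on day 14 at an adjusted p under 0.05. These comparisons share the day 0 arrays. Of the change that the 2663 probes had at day 14, a median share of 0.70 was present on day 1, 0.89 on day 3 and 0.99 on day 7. Among the largest fitted rises was that of C21ORF33, from 2.28 ± 0.22 (SD, n = 2) on day 0 to 8.40 ± 0.0014 (SD, n = 2) on day 14, a log2 change of 6.12 (standard error 0.12). CH25HL1.1, a cholesterol 25-hydroxylase gene, rose by 5.95 (standard error 0.43), and a probe for a type II cytoskeletal keratin (CUST_11646_PI429674670), not well above background on either day 0 array, rose at least 23.6-fold. The largest fitted falls among the 2663 probes were those of zgc:172143, a natterin-like gene, with a log2 change of -7.46 (standard error 0.80), and of C1ORF51 and TTC25, which were not well above background on either day 14 array and fell at least 43.3-fold and at least 19.8-fold. For these dim probes the rank is not established, and the size depends on the background correction. With normexp and quantile normalization the fitted log2 changes were 2.5 for the keratin probe, -3.06 for C1ORF51 and -2.03 for TTC25, smaller in size than the bounds given. Such bounds set the mean of the brighter arrays against the higher of the lowest signal well above background and the probe's own signal on the dim arrays.

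**Figure D1:**
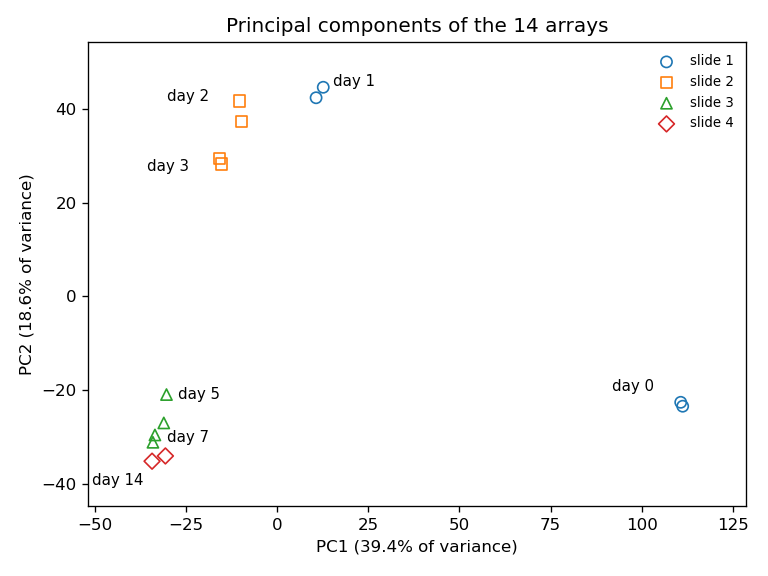
Principal components of the log2 signals of 27982 probes without a missing value, with 1 symbol per array and the slides marked by shape. The 2 arrays of each time point lie close together, day 0 is apart from the later days along PC1 (39.4% of the variance) although it shares a slide with day 1, and days 1 to 3 are apart from days 5 to 14 along PC2 (18.6%).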

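All 9 opsin genes changed in the direction given by the paper at day 14, each by at least 2-fold and each past both thresholds, and the highest of their adjusted p-values was 3.2e-05 (limma, day 14 against day 0). All 9 also passed when adjusted over the list alone, which is not independent evidence, since the paper chose the genes on these arrays. SWS1 rose by 1.05 on the log2 scale (standard error 0.092), RH2-A by 1.30 (0.076), RH2-B by 1.77 (0.089), OPN4L by 1.38 (0.12) and OPN5L, which the deposited table lists as zgc:158340 on chromosome 15 from 27408637 to 27414236, by 1.24 (0.11). A second probe for RH2-B rose by 0.79, less than the first. It read almost the same as the probe of another opsin gene, RH2-C, so whether it measures RH2-B alone is not known. A second probe for OPN4L rose by 1.48. The values of a further probe of the OPN5L transcript are not given here. The largest change of the 9 was that of the probe listed for RH1, from 0.37 ± 0.16 (SD, n = 2) on day 0 to 3.69 ± 0.022 (SD, n = 2) on day 14. This is a log2 change of 3.31 (standard error 0.096, adjusted p = 4.2e-07 from limma). Of this change, 1.77 fell between day 3 and day 5, which lay on different slides, a step that 93 probes of the array showed. Summed over the 3 pairs of days that shared a slide, RH1 rose by 1.25 (standard error 0.17). The deposited table names the gene of this probe EXORH, on chromosome 7 from 17427105 to 17431438. A probe that the table describes as rod opsin, on chromosome 7 from 17098753 to 17100249, was noticed only after its values were seen. It stood at 8.31 on day 0, far brighter than the probe listed for RH1, and rose by 0.62 (adjusted p = 1.8e-04 from limma). That rise was under 2-fold and missed the 0.001 threshold of limma's F-test (adjusted p = 0.00269). Within slides it was 0.34 and not called (adjusted p = 0.0996 from limma). Which of the 2 probes measures RH1 was not tested, so a large rise of RH1 itself is not established. PP, on chromosome 5 from 3829251 to 3831526, went from 2.47 ± 0.053 (SD, n = 2) to 0.50 ± 0.21 (SD, n = 2), a log2 change of -1.97 (standard error 0.17, adjusted p = 2.5e-05). It was level on day 1 (-0.02), and its fall was gradual. RRH changed by -1.78 (standard error 0.10), and -1.18 of that was present on day 1. On day 1 all opsins but PP were called, and by day 3 all 9. The changes within slides had the same direction for all 9 genes and passed an adjusted p under 0.05 for all 9. Over the alternatives run, the log2 change of SWS1 lay between 0.85 and 1.14 and that of RH1 between 3.11 and 3.43, and no opsin changed its direction or its call.

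**Figure D2:**
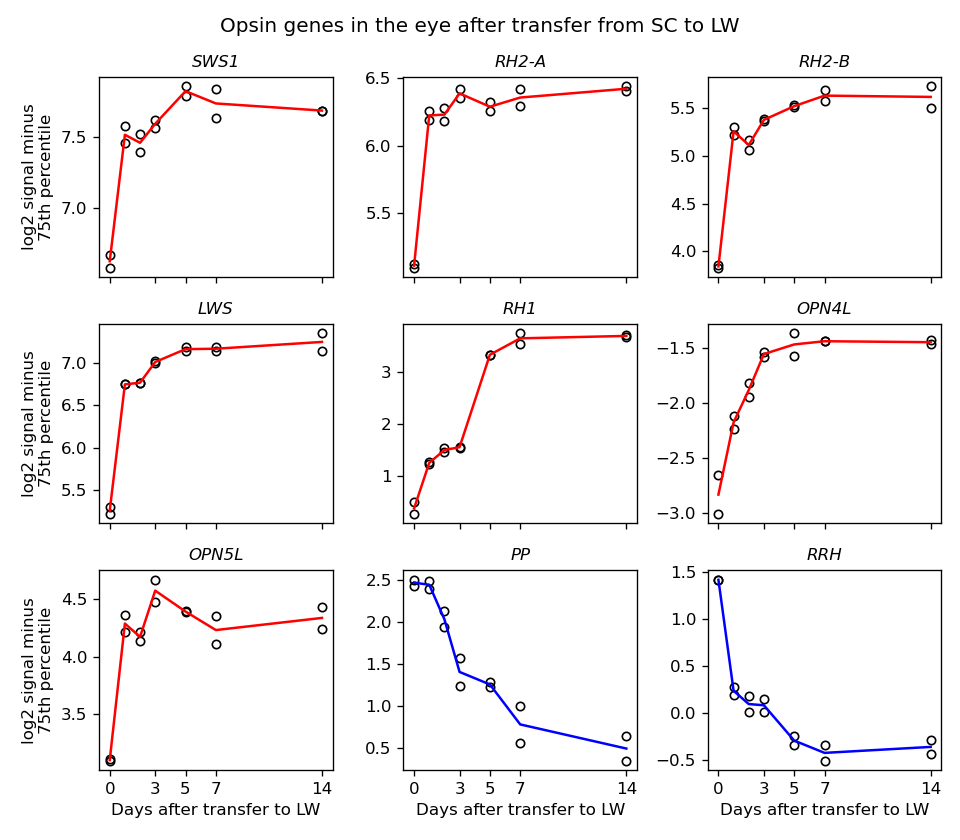
Log2 signal minus the 75th percentile of the array (y axis, a different range in each panel) for the 9 opsin genes against days after transfer to LW (x axis). Circles are the 2 arrays of a time point and lines join their means, red for genes that rose and blue for genes that fell; RH1 rises by 1.77 between day 3 and day 5.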

Among the opsin genes, *LWS-A* and *LWS-B* are highly similar, with 98.8% identity^15^. Consequently, it is impossible to distinguish *LWS-A* and *LWS-B* by microarray analysis or in situ hybridization. Therefore, we designated LWS-A and LWS-B as LWS in this study.

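Of the probes on the array, 2 were assigned to LWS by the paper's list, and the deposited table gives both the same interval on chromosome 5, from 26983114 to 27024321, without naming LWS-A or LWS-B. They are read here as LWS as a whole. The first rose from 5.26 ± 0.062 (SD, n = 2) on day 0 to 7.25 ± 0.15 (SD, n = 2) on day 14, a log2 change of 2.00 (standard error 0.082, adjusted p = 1.2e-06 from limma). The second rose by 1.61 (standard error 0.078, adjusted p = 1.9e-06). Most of the rise was present on day 1, with 1.49 for the first probe, on the slide shared with day 0.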

**Fig. 2:**
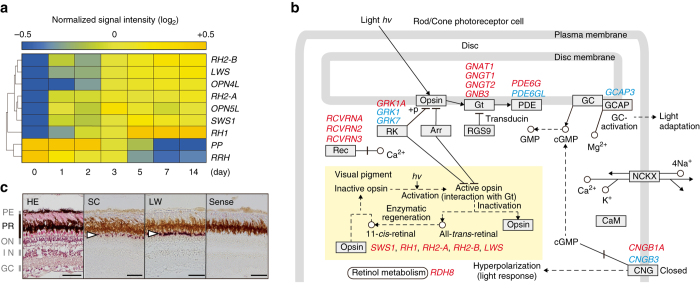
Genome-wide expression analysis of the eye reveals dynamic seasonal changes in phototransduction. **a** Clustered organization of seven upregulated and two downregulated opsin genes following a long day/warm temperature (LW) stimulus. Data were normalized over the complete data set. The color scale represents the normalized signal intensity. **b** Seasonal changes in the expression of genes encoding photopigments and their downstream phototransduction pathways. Gene symbols in *red* and *blue* indicate up- and downregulated genes, respectively. Adapted from the KEGG (Kyoto Encyclopedia of Genes and Genomes) phototransduction pathway. **c** In situ hybridization analysis confirmed LW induction of *LWS* opsin in the photoreceptor layer (*GC* ganglion cell layer, *IN* inner nuclear layer, *ON* outer nuclear layer, *PE* pigment epithelium, *PR* photoreceptor layer). Representative images from the central area of the retina (also see Supplementary Fig. 6). *White arrow* indicates the hybridization signal. *Scale bar*: 50 µm

In addition to the opsin genes, we observed gene expression changes in their downstream phototransduction pathways^16–18^. 

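The paper names 18 genes of these pathways with a direction, and all 18 changed in that direction between day 0 and day 14 at an adjusted p under 0.05, with 3.7e-04 the highest (limma). Of the 18, 16 also changed by at least 2-fold and passed the F-test over the time points. All 18 passed when adjusted over the list of named genes alone, which the paper chose on these arrays, so that this is not independent evidence. On day 1, 15 of the 18 were called in the direction of the paper, on day 3 17 and on day 7 all 18. Within slides, 17 of the 18 moved in that direction and 14 were called. None changed direction or call under any alternative run. The mean over a gene's probes was a separate test only for GNB1, GNB3, PDE6GL, CNGB3 and RDH8. For the others it used the main probe alone, and for PDE6G it left out 2 further probes. The 2-fold mark was less stable. PDE6G, CNGB1A, CNGB3 and GRK1A fell under it in at least 1 alternative, with smallest log2 changes of 0.89, 0.82, -0.65 and 0.90. GNB1 and GNAT2 stayed under it in all, with largest changes of 0.96 and 0.92. From these changes and those of the opsins, the paper draws its scheme of seasonal changes along the phototransduction pathway (Fig. 2b).

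**Figure D3:**
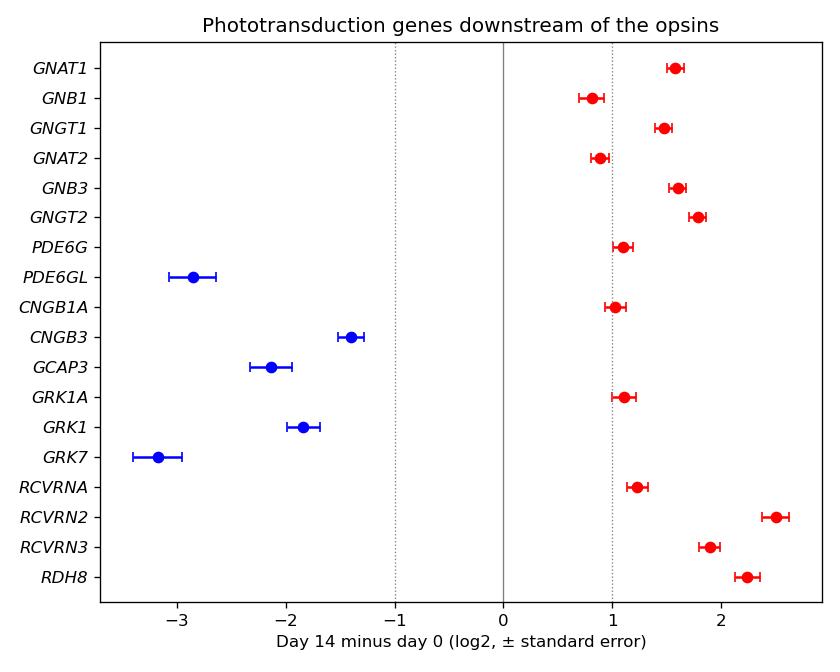
Change between day 0 and day 14 (x axis, log2, with the standard error from limma) for the 18 named genes downstream of the opsins, red for a rise and blue for a fall, with dotted lines at 2-fold. GNB1 (0.81) and GNAT2 (0.89) lie inside the 2-fold lines and the other 16 outside.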

Rhodopsin and cone opsins couple with the G-protein transducin (rods: GNAT1, GNB1 and GNGT1; cones: GNAT2, GNB3 and GNGT2). 

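All 6 transducin genes were higher on day 14 than on day 0. GNAT1, the rod alpha subunit, rose from 5.25 ± 0.087 (SD, n = 2 arrays) to 6.83 ± 0.036 (SD, n = 2), a log2 change of 1.58 (standard error 0.077, adjusted p = 1.9e-06 from limma), and GNGT1 rose by 1.47. In cones, GNGT2 rose by 1.78 (standard error 0.078) and GNB3, on chromosome 11 from 15083924 to 15091123, by 1.60; a second probe named GNB3, placed on chromosome 16, rose by 0.90. GNB1 and GNAT2 were under 2-fold at day 14. GNB1 rose by 0.81 (standard error 0.11, adjusted p = 3.7e-04), and 2 more probes named GNB1 rose by 0.73 and 0.64. GNAT2, on chromosome 7 from 10736482 to 10741183, rose by 0.89 (standard error 0.086, adjusted p = 4.6e-05), after changes slightly over 2-fold on day 3 (1.03) and day 5 (1.01). All 6 genes had risen on day 1, on the slide shared with day 0, by 0.68 (GNB1) to 1.48 (GNB3).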

We observed upregulation of these genes by the LW stimulus (Fig. 2b and Supplementary Figs. 4 and 5). 

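PDE6G encodes the gamma subunit of the rod phosphodiesterase and lies on chromosome 19 from 20448682 to 20468828 in the deposited table. Its probe went from 6.93 ± 0.056 (SD, n = 2) on day 0 to 8.02 ± 0.041 (SD, n = 2) on day 14, a log2 change of 1.1 (standard error 0.092, adjusted p = 2.1e-05 from limma). The array has 2 further probes of this transcript, whose values are not given here and did not enter the mean over its probes. The probe listed by the paper for PDE6GL, which the deposited table also names PDE6G but places on chromosome 8 from 10165607 to 10170033, changed by -2.86 (standard error 0.22, adjusted p = 1.4e-05), and -3.33 was reached on day 1. A second probe of the same PDE6GL transcript changed by -2.36 on day 1 (adjusted p = 0.0132) and was called as lower on days 2 and 3 too. It was not called from day 5 on, with -1.15 at day 14 (standard error 0.62, adjusted p = 0.146), where its 2 arrays had an SD of 1.24, and it did not pass the F-test over the time points (adjusted p = 0.0905).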

Transducin activates phosphodiesterase (PDE6) and we observed upregulation of *PDE6G* and downregulation of *PDE6GL* (Fig. 2b and Supplementary Figs. 4 and 5). PDE6 catalyzes the conversion of cGMP to 5’-GMP, and cGMP acts on cyclic nucleotide-gated (CNG) channels (rods: CNGA1 and CNGB1; cones: CNGA3 and CNGB3). 

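CNGB1A, a subunit of the rod channel, rose from 1.76 ± 0.0043 (SD, n = 2) on day 0 to 2.79 ± 0.084 (SD, n = 2) on day 14, a log2 change of 1.03 (standard error 0.096, adjusted p = 3.9e-05 from limma). CNGB3, a subunit of the cone channel, was represented by 2 probes that differed. The probe in the paper's list, on chromosome 20 from 9651192 to 9663262, changed gradually by -1.40 (standard error 0.12, adjusted p = 2.5e-05). The other, on chromosome 20 from 9640464 to 9646360, was called as higher on day 1 (0.45, adjusted p = 0.00585), day 2 and day 3, and was no longer called at day 14 (0.10, standard error 0.099, adjusted p = 0.421). The mean of both probes changed by -0.65 and was still called. Within slides, the listed probe changed by -0.56 (standard error 0.21, adjusted p = 0.0873) and the other by 0.59 (adjusted p = 0.0400), in opposite directions.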

The LW stimulus resulted in upregulation of *CNGB1A* and downregulation of *CNGB3* (Fig. 2b and Supplementary Figs. 4 and 5). cGMP synthesis is mediated by guanylate cyclase (GC) and GC activity is regulated by Ca^2+^ and GC-activating protein (GCAP). 

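GCAP3, listed as GUCA1C on chromosome 13 from 6174872 to 6176742, went from 2.87 ± 0.15 (SD, n = 2) on day 0 to 0.74 ± 0.20 (SD, n = 2) on day 14, a log2 change of -2.13 (standard error 0.19, adjusted p = 3.3e-05 from limma). The fall was -0.67 on day 1, -1.54 on day 3 and -2.12 on day 5. Within slides it summed to -0.66 (standard error 0.34, adjusted p = 0.198), so that most of it fell between days on different slides.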

*GCAP3* was suppressed by the LW stimulus (Fig. 2b and Supplementary Figs. 4 and 5). Activated opsin is inactivated by rhodopsin kinases (RK: GRK1 for rods and GRK7 for cones) and arrestin (Arr). LW induced upregulation of *GRK1A* and suppression of *GRK1* and *GRK7* (Fig. 2b and Supplementary Figs. 4 and 5). 

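GRK1A, on chromosome 21 from 12282155 to 12285951, rose by 1.11 on the log2 scale between day 0 and day 14 (standard error 0.11, adjusted p = 4.8e-05 from limma), and its highest mean was on day 3. GRK1, on chromosome 3 from 14912487 to 14919424, went from 2.51 ± 0.013 (SD, n = 2) to 0.67 ± 0.058 (SD, n = 2), a change of -1.84 (standard error 0.15, adjusted p = 1.9e-05), of which -1.66 was present on day 1. GRK7, listed as GRK7A on chromosome 17 from 5643784 to 5649330, changed by -3.18 (standard error 0.23, adjusted p = 1.0e-05). It was level on day 1 (0.10) and was lower by -1.10 on day 3 and -2.51 on day 5. Within slides the change of GRK7 summed to -0.52 (standard error 0.39, adjusted p = 0.386), since most of its fall lay between days on different slides.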

RK-mediated phosphorylation of activated opsin is regulated by recoverin (RCVRN). Three genes that encode RCVRNs were all induced by the LW stimulus (Fig. 2b and Supplementary Figs. 4 and 5). 

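RCVRN2, listed as RCV1 on chromosome 16 from 16772471 to 16775881, rose from 1.66 ± 0.015 (SD, n = 2) on day 0 to 4.16 ± 0.018 (SD, n = 2) on day 14, a log2 change of 2.5 (standard error 0.12, adjusted p = 1.9e-06 from limma), with 1.35 of it present on day 1. RCVRNA, on chromosome 8 from 2580324 to 2581368, rose by 1.23 (standard error 0.093, adjusted p = 1.3e-05). RCVRN3, on chromosome 11 from 14031614 to 14036066, rose by 1.89 (standard error 0.096, adjusted p = 2.1e-06), but was called as lower than on day 0 on day 1 (-0.34), day 2 and day 3 (-0.58). It rose by 2.29 between day 3 and day 5, which lay on different slides, and within slides its changes summed to -0.09 (standard error 0.17, adjusted p = 0.758). Its probe, with 35.0% GC, was 1 of the 93 probes of the array that stepped up between these days.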

Light converts 11-*cis* retinal to all-*trans* retinal and in order for photoreceptors to function all-*trans* retinal must be converted back to 11-*cis* retinal. Among various retinol dehydrogenases (RDHs), RDH8 is largely responsible for this activity^19^ and *RDH8* was induced by LW (Fig. 2b and Supplementary Figs. 4 and 5). 

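The probe that the paper lists for RDH8, named zgc:109982 in the deposited table and placed on chromosome 4 from 25339448 to 25342927, rose from 1.11 ± 0.20 (SD, n = 2) on day 0 to 3.34 ± 0.054 (SD, n = 2) on day 14, a log2 change of 2.24 (standard error 0.11, adjusted p = 2.1e-06 from limma). The rise was 2.82 on day 1, its highest mean, on the slide shared with day 0. The table names 2 more probes RDH8. One, on chromosome 1 from 26647384 to 26652645, fell by 0.66 (standard error 0.16, adjusted p = 0.00718). The other, on chromosome 8 from 8821620 to 8832210, was called as lower than on day 0 on day 2 (-1.95, adjusted p = 0.00988) and day 3 (-1.42, adjusted p = 0.0392), stepped up by 3.19 between day 3 and day 5 on different slides and was higher by 2.43 at day 14 (standard error 0.49). Its changes within slides summed to 0.09 (standard error 0.85).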

Optical plasticity in the crystalline lens has been reported in fish^20^. Interestingly, we also observed LW induction of genes involved in lens formation, such as *MAF2*, *LIM2*, *CRYBB2* and *CRYBB1L3* (Supplementary Fig. 4).

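The probes of MAF, LIM2, CRYBB2 and CRYBB1L3, 4 of 4, were higher on day 14 than on day 0, and the highest of their adjusted p-values was 8.6e-05 (limma). The probe listed for MAF2, on chromosome 6 from 15777954 to 15778935 and named MAF in the deposited table, rose by 1.70 (standard error 0.11), and 1.89 was reached on day 1. The other 3 rose later. LIM2 rose by 1.22 (standard error 0.13), CRYBB2 from 6.41 ± 0.042 (SD, n = 2) to 7.60 ± 0.015 (SD, n = 2), a log2 change of 1.19 (standard error 0.11), and CRYBB1L3, on chromosome 13 from 16476307 to 16479484, by 1.45 (standard error 0.14). None of these 3 was called as higher on day 1, when LIM2 (-0.37, adjusted p = 0.0493) and CRYBB1L3 (-0.39, adjusted p = 0.0441) were called as lower than on day 0, and all were called as higher on day 7. Within slides LIM2 changed by 0.37 (adjusted p = 0.282) and CRYBB1L3 by 0.73 (adjusted p = 0.0557), and neither was called there. Other probes with these gene names rose less. A second probe for CRYBB1L3 rose by 1.02, 3 more probes named LIM2 rose by 0.42 to 0.67, and 3 more named MAF changed by 0.11 to 0.94. Over a list of 40 probes of lens genes fixed before the data were examined, which holds the named lens genes too, 32 were called as higher and 0 as lower on day 14, with a median log2 change of 0.64 (camera, adjusted p = 4.3e-10). The call was not kept by camera with an estimated correlation between genes (adjusted p = 0.159). The set test fry called this list, but it called all 10 lists tested and so does not set this one apart.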

This large family of opsin proteins spans a wide range of wavelengths, from ultraviolet to far red^15^ (Supplementary Fig. 2d). Owing to the large number of opsins we identified in our microarray analysis and the overlap in their spectral sensitivities, functional characterization of each opsin would be complicated and challenging. We therefore chose to focus on LWS for further functional analysis, because our behavioral studies showed medaka preferred orange–red-colored fish (Fig. 1d). In situ hybridization analysis confirmed LW induction of *LWS* in the photoreceptor layer in the whole retina (Fig. 2c and Supplementary Fig. 6).

### *LWS*-null fish fail to exhibit a summer phenotype

*LWS*-null (*LWS* ^−/−^) medaka generated using the CRISPR/Cas9 system were unable to perceive red light^21^. To test the effects of LW-induced LWS on negative phototaxis, we examined the effect of white (23.1 μmol m^−2^ s^−1^; 70 Lux) and red light (*λ*_max_ = 730 nm, half-bandwidth = 21 nm, 13.3 μmol m^−2^ s^−1^) (Supplementary Fig. 2a) on wild-type and *LWS*-null fish kept under LW conditions. It is noteworthy that although the *λ*_max_ of LWS is ~560 nm, wild-type medaka have been shown to respond behaviorally to light at unexpectedly long wavelengths (up to 830 nm) under light-adapted conditions^21^. In contrast, *LWS*-null fish could respond only up to 740 nm, demonstrating that no other cone opsins except LWS could be responsible for absorbing light at wavelengths >740 nm. Therefore, monochromatic red light at 730 nm should be readily detected by the wild-type medaka, whereas *LWS*-null medaka are much less sensitive to this wavelength and should have difficulty detecting this light. Wild-type fish exhibited negative phototaxis in response to both white and red light (Fig. 3a). As white light contains long wavelengths of light (Supplementary Fig. 2a), *LWS*-null fish exhibited less negative phototaxis in response to white light (Fig. 3a, left), suggesting reduced photosensitivity in *LWS*-null fish. Critically, *LWS*-null fish exhibited darkness-induced light-seeking behavior following the switch to monochromatic red light (Fig. 3a, right), demonstrating that LW induction of LWS is required for negative phototaxis to red light. We also performed mate preference tests using the 3D-CG medaka. Consistent with the results shown in Fig. 1d, wild-type fish kept under LW conditions preferred orange–red-colored fish, but not gray fish (Fig. 3b). However, although *LWS*-null fish are fertile under LW conditions, their behavior was clearly affected, as they exhibited a weaker preference for orange–red-colored model fish than wild-type fish (Fig. 3b, right). Furthermore, there was no difference in the preference of *LWS*-null fish to either orange-red-colored or gray model fish (*t* = 1.3, *d.f. = *26, *P* = 0.21, *t*-test). Thus, our results demonstrated that LW induction of LWS contributes to LW-induced mate preference.

**Fig. 3:**
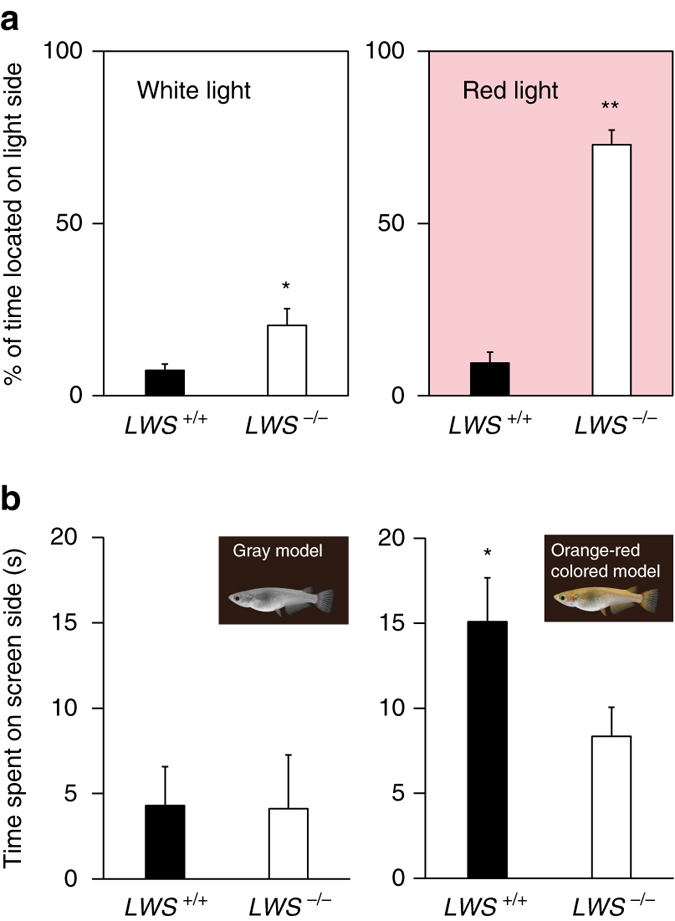
*LWS* opsin-null fish exhibit defects in phototaxis and mate preference. **a** *LWS* ^−/−^ fish exhibited impaired negative phototaxis to white light compared to *LWS* ^+/+^ fish under long day/warm temperature (LW) conditions (*P < 0.05, *t*-test; mean + SEM, *n* = 6–12). When white light was switched to red light, *LWS* ^−/−^ fish exhibited light-seeking behavior, whereas *LWS* ^+/+^ fish continued to exhibit negative phototaxis (**P < 0.01, *t*-test; mean + SEM, *n* = 6–12). **b** Neither *LWS* ^+/+^ nor *LWS* ^−/−^ fish kept under LW conditions showed a preference for *gray* model fish (*P > 0.05, *t*-test; mean + SEM, *n* = 10–11). *LWS* ^+/+^ fish preferred orange-red-colored model fish, but this preference was impaired in *LWS* ^−/−^ fish (*P* < 0.05, *t*-test; mean + SEM, *n* = 16–18)

### *LWS* expression is not mediated by hormones or photoperiod

Changes in opsin expression by environmental stimuli have recently been reported in several species^5–9^, but the mechanism of these changes is not well understood. A recent study in stickleback showed that testosterone increases *LWS* expression^6^. We next tested whether seasonal sex hormones influence *LWS* expression in medaka. Sex hormone is predominantly secreted under LW conditions (i.e., breeding season), but not under SC conditions (i.e., non-breeding season). First, castration of males did not affect *LWS* expression under LW conditions (Fig. 4b). We then examined the effect of testosterone (T), 17α-methyltestosterone (MT) and 17β-estradiol (E2) under SC conditions, and none of these treatments affected *LWS* expression (Fig. 4c). Finally, we tested the effect of cool and warm temperatures in combination with SD and LD conditions and discovered that warm temperature induced the expression of *LWS* (Fig. 4d). These results suggest that temperature is the primary factor regulating *LWS* in medaka and not testosterone or light.

**Fig. 4:**
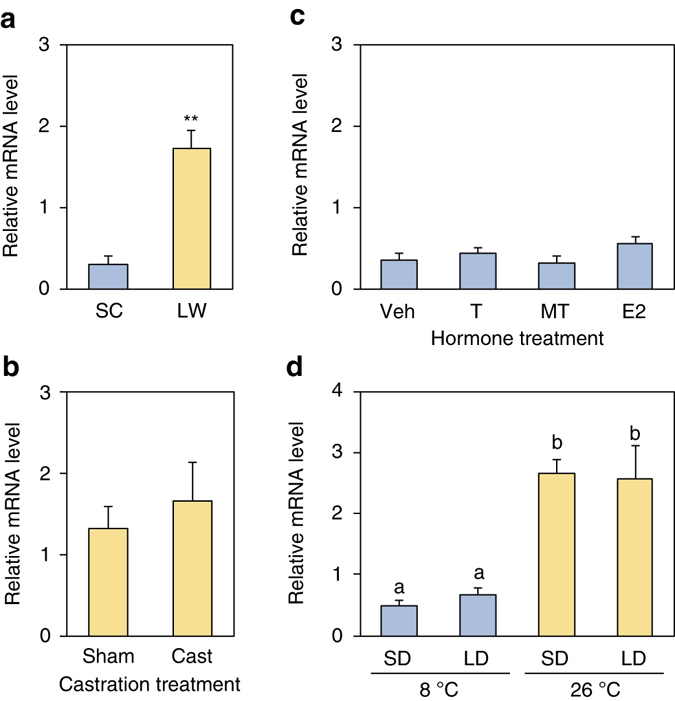
Regulation of the *LWS* opsin gene by temperature. **a** LW (long day/warm temperature)-induction of *LWS* expression in males (**P < 0.01, *t*-test; mean + SEM, *n* = 5). **b** Effects of castration (Cast) on *LWS* expression under LW conditions. (*P* > 0.05, *t*-test; mean + SEM, *n* = 4–5). **c** Effect of testosterone (T), methyltestosterone (MT) and estradiol (E2) on *LWS* expression under SC conditions (*F*_3,16 = _1.53, *P* > 0.05, ANOVA; mean + SEM, *n* = 5). Veh: vehicle. **d** Effect of temperature in combination with short-day (SD) and long-day (LD) conditions on *LWS* expression. Different characters indicate significant differences (*F*_3,16_ = 14.1, *P* < 0.01, ANOVA; Fisher’s least significant difference (LSD) test; mean + SEM, *n* = 5)

## Discussion

We demonstrated that seasonal plasticity in light and color perception underlies seasonally regulated behaviors in medaka. Our study demonstrated the seasonal regulation of photopigments and their downstream phototransduction pathways. These seasonal changes appear to modulate light sensitivity and the rates of recovery and light/dark adaptation. In winter, both day length and light intensity decrease and medaka are less active and stay on the riverbed. As medaka rarely eat in winter, we predict that they need to save energy. We speculate from our results that medaka could be saving energetically costly visual functions during winter by downregulating the expression of genes involved in phototransduction. By contrast, light intensity is high during spring and summer. Animals have evolved body coloration, ornamentation and nuptial coloration to attract mates^22^. These dynamic changes in body color and appearance emphasize the importance of vision in seasonal breeding. The effect of environmental changes on opsin gene expression have been recently reported in several teleosts^5–9^. Therefore, seasonal plasticity in color perception is most likely not specific to medaka, but rather a potentially common mechanism shared by many species. Seasonal plasticity has also been reported to occur in the auditory system^23, 24^. Specifically, plasticity in ion channel expression maximizes the detection of conspecific courtship auditory signals during the reproductive cycle in vocal fish. Thus, sensory system plasticity allows animals to adapt to seasonal fluctuations in their environment and may be an evolutionarily important and conserved strategy for reproductive success and survival.

Although humans are not usually considered seasonal animals, seasonal changes in color perception and mood have been reported^25, 26^. 

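On day 7 after transfer, all 31 opsin, phototransduction and lens genes that the paper names with a direction differed from day 0 in that direction at an adjusted p under 0.05 (limma), and 28 of them by at least 2-fold. On day 1 the number called was 24 and on day 3 it was 29. The median share of the day 14 change was 0.73 on day 1 and 0.98 on day 7. Of the 7 genes not called in the paper's direction on day 1, PP, CNGB3, GRK7 and CRYBB2 were not called at all, while RCVRN3, LIM2 and CRYBB1L3 were called as lower than on day 0, opposite to their later rise. The comparisons of each day share the same day 0 arrays.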

Here we found significant gene expression changes in photopigments and the phototransduction cascade 1 week after transfer into summer-like conditions, potentially analogous to the reversal of depression found in seasonal affective disorder patients given light therapy^27^. Together, these data highlight the potential role of the retina and seasonal changes in phototransduction in contributing to seasonal variation in behavior in humans and animals.

## Methods

### Ethics statement

Animals were treated in accordance with the guidelines of the National Institutes of Natural Sciences, Japan. All experimental protocols were approved by the Animal Experiment Committee of the National Institutes of Natural Sciences, Japan.

### Animals

Medaka fish (*O. latipes*) were obtained from a local dealer (Fuji 3A Project, Nagoya, Japan). For the behavioral experiments, medaka were kept under SC (short day and cool temperature; 10 h light/14 h dark and 8 °C) or LW (long day and warm temperature; 14 h light/10 h dark and 26 °C) conditions in a housing system (MEITO system, Meito Suien; LP-30LED-8CTAR, NK system) for at least 2 weeks. For the genome-wide transcriptome analysis, medaka were kept under SC conditions for 2 weeks and then transferred to LW conditions. *LWS*-null medaka were produced using the CRISPR/Cas9 system^21^. Sample size was established based on the standard in the field. No method was used to randomize animals between experimental groups. Neither investigators were blinded to each sample.

### Animal treatments

Castration was performed following the protocol of Iwamatsu^28^. Medaka kept under SC conditions were deeply anesthetized with 0.05% 3-aminobenzoic acid ethyl ester methansulfonate salt. A 2–3 mm lateral incision was made along the abdomen with a razor and the testes were excised through it. At the end of the surgery, the incision was closed with surgical adhesive (Toagosei Co., Ltd). For sham-operated fish, the same operation except for removal of the testes was performed. After 2 weeks of recovery, fish were transferred into LW conditions. Fish were sacrificed 1 week after transfer into LW conditions and both eyes were collected for qPCR analyses. In the steroid hormone experiments, medaka kept under SC conditions were exposed to 100 µg l^−1^ of T, E2 (Sigma-Aldrich) or MT (Wako Pure Chemical Industries, Ltd) dissolved in ethanol for 2 weeks. The concentration of ethanol did not exceed 0.1% of the total volume of water and the water containing ethanol or hormone was changed every 48 h. After 2 weeks of treatment, tissue samples were collected. This treatment has been shown to increase serum levels of the hormones^29^. In other experiments, medaka kept under SC conditions were transferred into SC or LW conditions for 1 week.

### Behavioral assays

To record the behavior of SC or LW fish in a home tank, two fish (male and female) were habituated to a tank (15 cm square) for 1 day under SC or LW conditions. The fish were then introduced into a test tank of the same size and water temperature, and locomotor activity was recorded for 10 min using a 3D monitoring system (Dipp-AAM, Ditect). The 3D data were analyzed in R^30^ (Fig. 1a). To examine phototaxis, male fish were taken directly from their home tank and then placed into a test tank of the same water temperature (15 cm square), in which light was provided from one side (Fig. 1b). After habituation for 3 min, behavior was recorded for 1 min before and after lights out using the 3D monitoring system. To measure the attractiveness of orange–red-colored breeding female, we constructed a 3D-CG model fish by adding natural biological motions to a 3D female fish (Fig. 1c and Supplementary Movie 1)^31–33^. By eliminating color, we also generated a gray 3D-CG model fish with the same shape and motions (Supplementary Fig. 2c). As males normally approach females and this triggers reproductive behavior in medaka^34^, we used males as test fish. Male fish were singly habituated in a tank (15 cm square) for 1 day under SC or LW conditions. 3D-CG fish started to move on the screen and the behavior of the test fish was monitored for 5 min. The time located on the screen side of the tank (within 1 cm distance of the wall) was measured using tracking software designed in-house (Medaka Fish Tracker ver. 3.7, available at http://www.nibb.ac.jp/neurophys/download/). The data collected 1 min before the appearance of the 3D-CG fish on the screen were used as a baseline.

### Microarray experiments

Medaka microarrays (Custom Gene Expression Microarray 4 × 44 K, Agilent Technologies), which contain more than 31,000 probes, were used for these experiments. For each time point, both eyes were collected from six animals. Total RNA was prepared from three fish (*n* = 2) to duplicate our observations on two separate arrays using the RNeasy tissue kit (QIAGEN). Complementary DNA synthesis and cRNA labeling reactions were performed with the Low Input Quick Amp Labeling Kit (Agilent Technologies). Labeled cRNA was purified with RNeasy mini spin columns (QIAGEN) and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies). After washing with the Gene Expression Wash Buffer (Agilent Technologies), the glass slide was scanned on a Microarray Scanner (Agilent Technologies).

### Quantitative PCR

Reverse transcription was performed on total RNA (200 ng) using ReverTra Ace (Toyobo) and oligo-dT primers. Samples contained SYBR Premix Ex Taq II (Takara), 0.4 μM gene-specific primers (Supplementary Table 1) and 2 µl synthesized cDNA in 20 µl. qPCR was performed on Applied Biosystems 7500 Real-Time PCR System (Tokyo, Japan) as follows: 95 °C for 30 s, followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s. The *RPL7* gene was used as an internal RNA control.

### In situ hybridization

Based on the previous studies^35^, the eyes of SC and LW fish were fixed in 4% paraformaldehyde in phosphate-buffered saline (pH 7.4) and paraffin-embedded sections were cut at a thickness of 7 μm. Probe templates were amplified with *LWS*-specific primers (Forward: 5′-gacctgatgtgttcagtggaagc-3′; Reverse: 5′-cctctttgtcctcattttggaaac-3′’) and cloned into pCR-II-TOPO (Invitrogen), followed by linearization and in vitro transcription (Roche Life Science). Sections were treated with proteinase K (4 μg ml^−1^) and subsequently hybridized with DIG-labeled RNA probes. Hybridization signals were detected using alkaline phosphatase-conjugated anti-DIG antibody (Roche Life Science), with Nitro Blue tetrazolium and 5-bromo-4-chloro-3-indolyl-phosphate as chromogenic substrates.

### Measurement of spectral data

We sacrificed adult fish using ice (*n* = 4) and placed in a Petri dish. The Petri dish was then placed on a ColorChecker 18% Gray Balance (X-rite). We used halogen lamp (Toshiba, JR12V50WF/K5FEZ) to produce incident light. The reflectance spectrum of real fish and the spectral power distribution of 3D-CG model fish on the screen were obtained using an SOC710-VP Hyperspectral Imager (Surface Optics) at wavelength of 400–800 nm on the caudal fin, where the nuptial coloration is most obvious. Relative radiant output of white light and monochromatic red light was obtained by HIDAMARI mini S-2440C (Soma Optics, LTD).

### Statistical analysis

*F*-tests were used to determine variance. The data with a normal distribution were analyzed by a Student’s *t*-test between two groups, whereas one-way ANOVA was used to compare three or more groups. Where variance was significantly different between groups, a Welch’s *t*-test was used. All data were analyzed by the statistical software program Statcel2. Microarray data were analyzed using the GeneSpring software (Agilent Technologies).

### Code availability

The computer code for 3D-CG medaka is available on Figshare at https://doi.org/10.6084/m9.figshare.4822243 and https://doi.org/10.6084/m9.figshare.4822234.

### Data availability

The microarray data are available at NCBI Gene Expression Omnibus (accession number GSE94258). All other data are available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Supplementary Movie 1

Supplementary Data 1

Peer review file

# Supplementary material for: Dynamic plasticity in phototransduction regulates seasonal changes in color perception
**Source:** Nat Commun. 2017 Sep 4;8:412. doi: 10.1038/s41467-017-00432-8
**Supplement:** Supplementary file 1 — Supplementary Information

# SI GUIDE

File Name: Supplementary Information

Description: Supplementary Figures, Supplementary Tables and Supplementary References.

File Name: Supplementary Data 1

Description: Differentially expressed genes in transition from SC to LW conditions.

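The list marks 824 probes as up and 727 as down, each with a fold change and a corrected p-value. Of these, 1545 were among the probes tested here, 3 are not among the probes outside the controls and the rest were too dim for the filter. All 1545 changed between day 0 and day 14 in the direction of the list, and 1537, or 99.1% of the whole list, passed the moderated F-test at an adjusted p under 0.001 with at least a 2-fold change. A further 1126 probes passed that are not on the list. The median size of the difference between the listed fold change and the day 14 change was 0.0048 on the log2 scale, and all 1545 lay within 1.5-fold, so the listed folds compare day 14 with day 0.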

Black and blue characters indicate long day/warm temperature (LW)-up-regulated and -down-regulated genes, respectively. Genes highlighted in yellow are those involved in phototransduction.

File Name: Supplementary Movie 1

Description: Virtual medaka generated by three-dimensional computer graphics (3D-CG).

File Name: Peer Review File

Description:

## Supplementary Figures

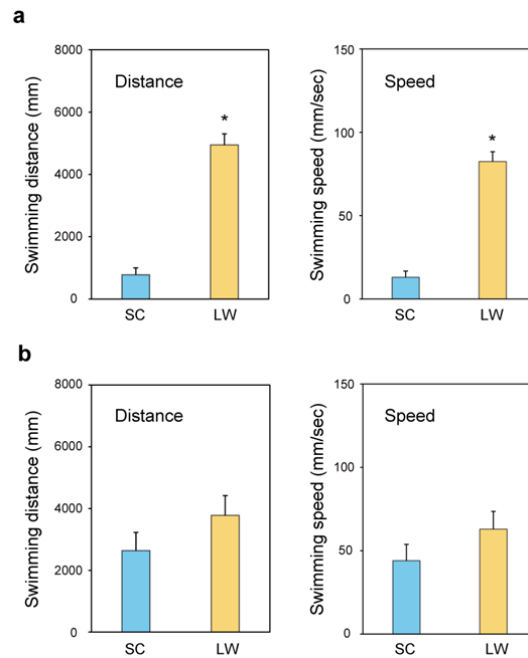

### Supplementary Figure 1. Although activity level of short day/cool

**temperature (SC) fish is low, they have the capacity to move. (a)** Significant differences were observed in the swimming distance (left;  $P < 0.05$ ,  $t$ -test, mean + SEM,  $n = 10-12$ ) and swimming speed (right;  $P < 0.05$ ,  $t$ -test, mean + SEM,  $n = 10-12$ ) between SC fish and long day/warm temperature (LW) fish in an open field tank. Swimming distance and speed were calculated from the data shown in Figure 1a. **(b)** No significant differences were observed in the swimming distance (left;  $P > 0.05$ ,  $t$ -test, mean + SEM,  $n = 5-9$ ) and swimming speed (right;  $P > 0.05$ ,  $t$ -test, mean + SEM,  $n = 5-9$ ) between SC and LW fish in a novel test tank. Swimming distance and speed were calculated from the data shown in Figure 1b.

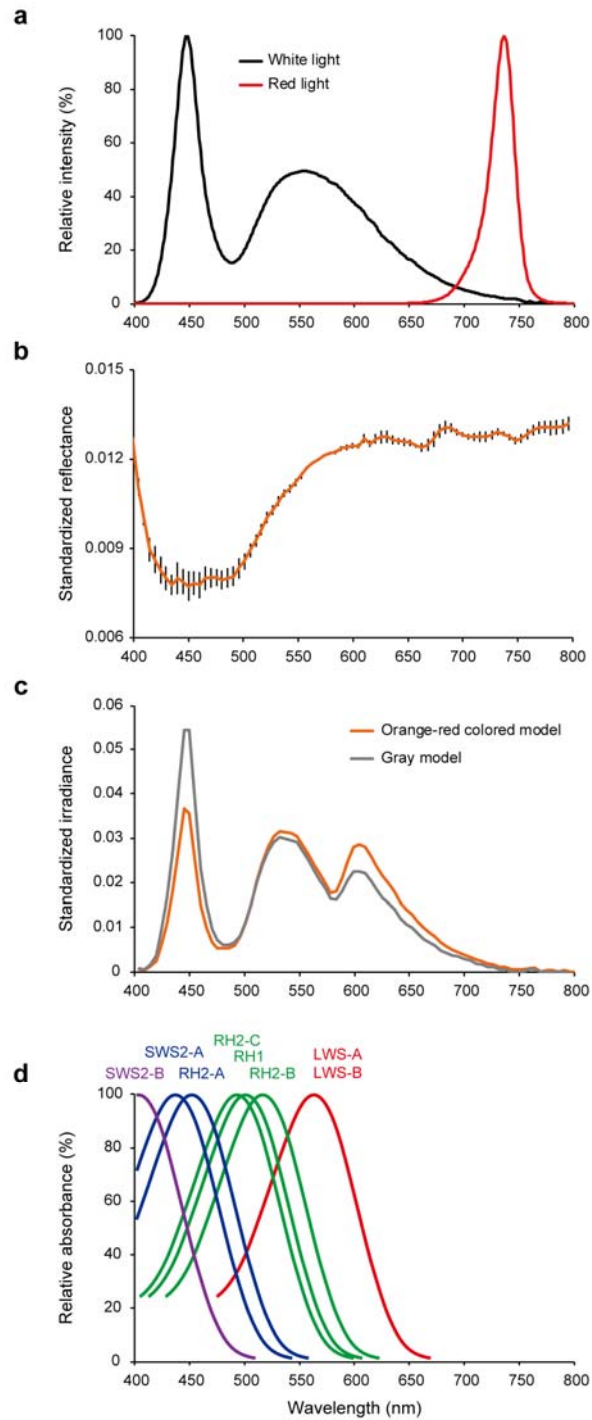

16  
 17 **Supplementary Figure 2. Spectral curves for light sources, body color and**  
 18 **visual pigments. (a) Relative radiant output of white and monochromatic red**  
 19 **light. (b) Spectral reflectance from the caudal fin of medaka kept under long**

20 day/warm temperature (LW) conditions (mean  $\pm$  SEM, n = 4) (c) Spectral power  
21 distribution of orange-red colored model fish and gray model fish on the screen.  
22 Orange-red-colored model had high spectral power at long wavelengths covered  
23 by LWS. Note that gray model fish also contained spectral power in the red  
24 range. This is because gray is produced by mixing three-additive primary color  
25 beams (RGB). (d) Schematic drawing of absorption spectra of medaka  
26 photopigments. These absorption spectra were drawn by using a spectral  
27 template<sup>1</sup> according to the reported values for absorption maxima<sup>2</sup>. Note that  
28 although the  $\lambda_{\text{max}}$  of LWS is about 560 nm, LWS has been demonstrated to cover  
29 an unexpectedly wide range of wavelengths (up to 830 nm) under light-adapted  
30 conditions<sup>3</sup>.

31

32

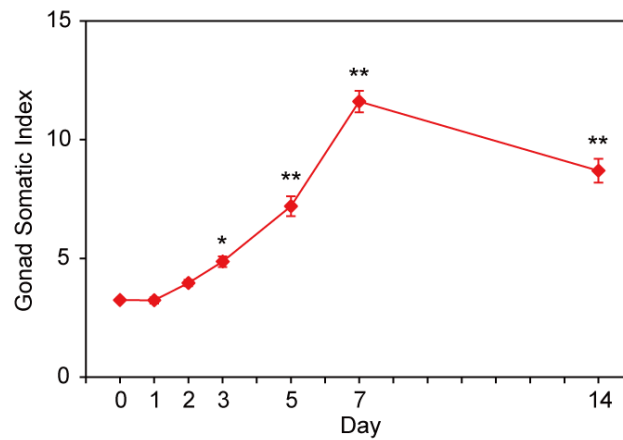

33

34 **Supplementary Figure 3. Induction of gonadal development by LW.** When  
 35 fish kept under SC conditions were transferred to LW, a significant increase in  
 36 the gonad somatic index (gonadal weight / body weight × 100) was first detected  
 37 on day 3, and ovaries reached their full size on day 7 ( $F_{6,35} = 73.8$ ,  $P < 0.01$ ,  
 38 ANOVA; \*  $P < 0.05$ , \*\*  $P < 0.01$ , vs. day 0, Dunnett's test; mean ± SEM, n = 6).

39

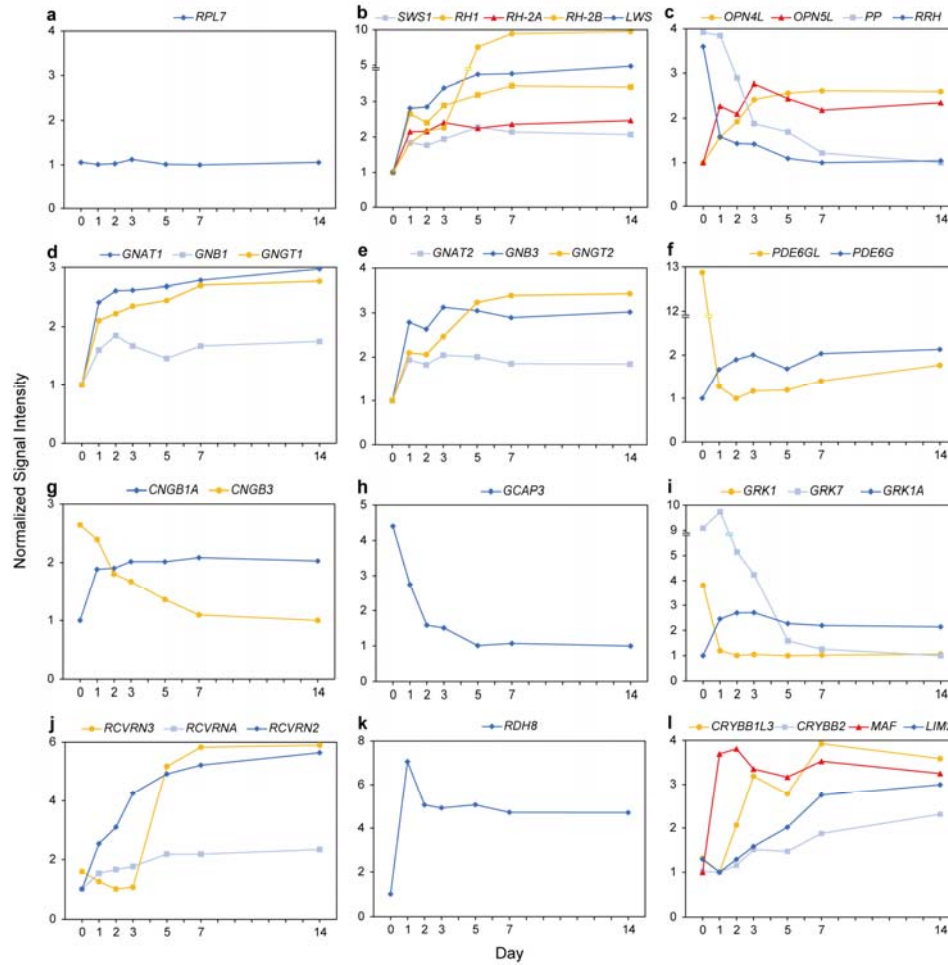

**Supplementary Figure 4. Seasonal changes in the expression of genes involved in phototransduction determined by microarray analysis.** (a) House-keeping gene. (b) Image-forming visual pigment genes. (c) Non-image-forming visual pigment genes. (d) Rod transducin genes. (e) Cone transducin genes. (f) Phosphodiesterase genes. (g) Cyclic-nucleotide-gated cation channel genes. (h) Guanylate-cyclase-activating protein gene. (i) Rhodopsin kinase genes. (j) Recoverin genes. (k) Retinol dehydrogenase gene. (l) Genes involved in lens formation. Data were normalized such that the minimum expression values over all time points for each gene is 1.

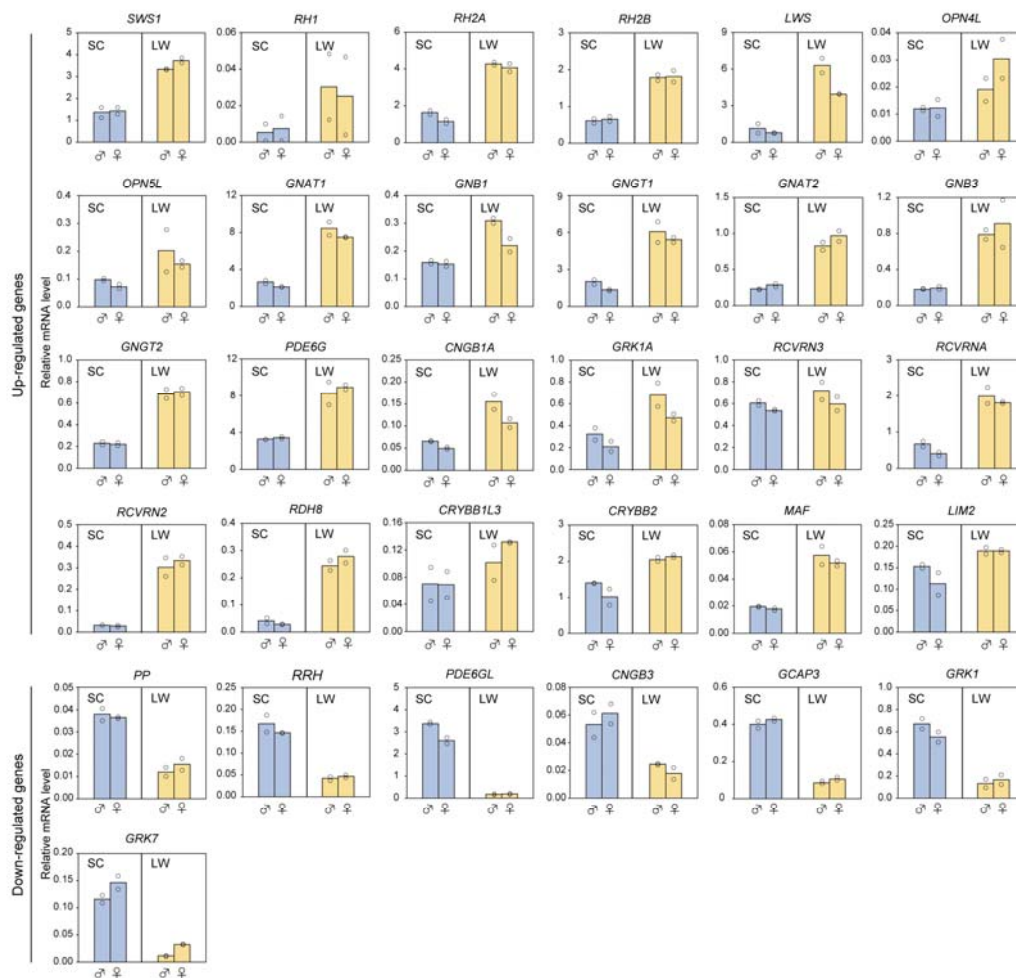

**Supplementary Figure 5. Independent verification of microarray quantification in male and female medaka fish.** Relative mRNA levels in the eye were measured by qPCR assay using medaka on days 0 (SC) and 14 after transfer from SC to LW (LW) conditions.

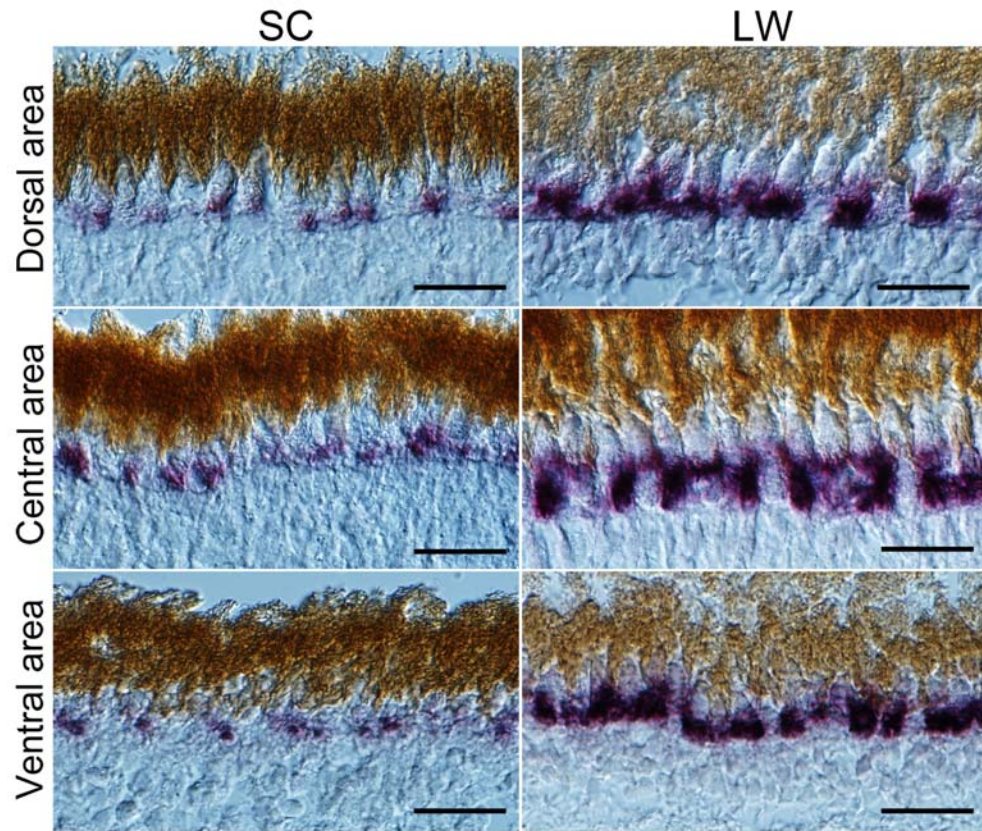

**Supplementary Figure 6. Long day/warm temperature (LW)-induction of *LWS* is observed in whole retina.** Representative high-resolution images from the dorsal, central and ventral areas of the retina taken by Differential Interference Contrast (DIC) microscope (Olympus BX63). Scale bars: 20  $\mu$ m.

65 **Supplementary Tables**

66 **Supplementary Table 1. Primer sequences used in the Q-PCR**

| Gene symbol     | Primer sequence (sense)         | Primer sequence (antisense)     |
|-----------------|---------------------------------|---------------------------------|
| <i>RPL7</i>     | 5' - aactggcctttgtcatcagg - 3'  | 5' - aaagtctgcagcttctccg - 3'   |
| <i>SWS1</i>     | 5' - ggagtcggtacatccctgaa - 3'  | 5' - agttcagttgcgccagctat - 3'  |
| <i>RH1</i>      | 5' - ttgaaggcttcttgccact - 3'   | 5' - aatgaccaacttccgctttg - 3'  |
| <i>RH-2A</i>    | 5' - gagggattcatggcaacact - 3'  | 5' - ttcaaatcactgcaacca - 3'    |
| <i>RH-2B</i>    | 5' - gctggagtcctctgacctg - 3'   | 5' - tacactctggctcctggctt - 3'  |
| <i>LWS</i>      | 5' - gggtagtcgtgtgcaaacct - 3'  | 5' - ttggtggaatcgtcttctcc - 3'  |
| <i>OPN4L</i>    | 5' - accacatggacatcaagcaa - 3'  | 5' - acctggacacttcgttttgg - 3'  |
| <i>OPN5L</i>    | 5' - gatcacgctgaaggcttttc - 3'  | 5' - cagcactctgcactcagagc - 3'  |
| <i>PP</i>       | 5' - ggatgtttgtggtgtgcaag - 3'  | 5' - ctgtggtcccttacctggaa - 3'  |
| <i>RRH</i>      | 5' - gcatccttgggtgaccctaa - 3'  | 5' - ctcttgccaagtctctcac - 3'   |
| <i>GNAT1</i>    | 5' - ggagctagcgtgaagagaa - 3'   | 5' - ctggagaatcaggcaaaagc - 3'  |
| <i>GNB1</i>     | 5' - cctcctgggtcatgactgt - 3'   | 5' - aacctgaaaacacgtgaggg - 3'  |
| <i>NGT1</i>     | 5' - tcgacgacctcacagacaag - 3'  | 5' - ggaagaggacacctgtga - 3'    |
| <i>GNAT2</i>    | 5' - tgaagaaggccagaaagaa - 3'   | 5' - agatcgtgttcaacgctgtg - 3'  |
| <i>GNB3</i>     | 5' - tgaagcaggacgtgattgag - 3'  | 5' - aaaaccggagacaattgtgc - 3'  |
| <i>NGT2</i>     | 5' - tgaagaaggccagaaagaa - 3'   | 5' - agatcgtgttcaacgctgtg - 3'  |
| <i>PDE6GL</i>   | 5' - acgctgcacgtgtatcttg - 3'   | 5' - caactgtcagcgtgtgtt - 3'    |
| <i>PDE6G</i>    | 5' - cctgctctttctcgtttgc - 3'   | 5' - gaaacttacgcaagcaaggc - 3'  |
| <i>CNGB1A</i>   | 5' - gctggcgagaactactaccg - 3'  | 5' - gaagtccagaaccggatcaa - 3'  |
| <i>CNGB3</i>    | 5' - ttctgccgttggactgttg - 3'   | 5' - ttgagttcagtgatgcctg - 3'   |
| <i>GCAP3</i>    | 5' - cgtcaaaggagaaggtgagc - 3'  | 5' - tcatggaaatgctcaccaa - 3'   |
| <i>GRK1</i>     | 5' - gtcagtgcagagctgagga - 3'   | 5' - aactgaatgcaggatcctg - 3'   |
| <i>GRK7</i>     | 5' - acgagatggtggtggtgatac - 3' | 5' - tctcaacgaggagccaaagt - 3'  |
| <i>GRK1A</i>    | 5' - tatctcgatctgggtctgg - 3'   | 5' - ctaaagggttatgccgggaca - 3' |
| <i>RCVRN3</i>   | 5' - tgatggcactttggatttca - 3'  | 5' - aaaactggagtgggcctttt - 3'  |
| <i>RCVRNA</i>   | 5' - aacatggggaacacgaagag - 3'  | 5' - caaatactcagaggccgagc - 3'  |
| <i>RCVRN2</i>   | 5' - cgatgatgggactctggact - 3'  | 5' - aaccactcgcaaactcgagt - 3'  |
| <i>RDH8</i>     | 5' - cagcaaagctgacaaaccaa - 3'  | 5' - agacatcgagagcacacac - 3'   |
| <i>CRYBB1L3</i> | 5' - aactttcagggccgttaggat - 3' | 5' - attattgtcagtgctggacc - 3'  |
| <i>CRYBB2</i>   | 5' - accagctgtaaggagagca - 3'   | 5' - acagccaggagcacaagatt - 3'  |
| <i>MAF</i>      | 5' - cagactgccaaaaagcaca - 3'   | 5' - ccaagagctgatcgtcatca - 3'  |
| <i>LIM2</i>     | 5' - ctgtgctgtttgctgggt - 3'    | 5' - gtcctgtcagccttcttgc - 3'   |

67    **Supplementary References**

- 68    1. Govardovskii, V.I., Fyhrquist, N., Reuter, T., Kuzmin, D.G., Donner, K. In search of  
69       the visual pigment template. *Vis. Neurosci.* **17**, 509-528 (2000).
- 70    2. Matsumoto, Y., Fukamachi, S., Mitani, H. & Kawamura, S. Functional  
71       characterization of visual opsin repertoire in medaka (*Oryzias latipes*). *Gene* **371**,  
72       268-278 (2006).
- 73    3. Homma, N., Harada, Y., Uchiyama, T., Kamei, Y. & Fukamachi, S. Protanopia (Red  
74       color-blindness) in medaka: A simple system for making color-blind fish and testing  
75       their spectral sensitivity. *BMC Genet.* **18**, 10 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

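Gene expression was measured in the eyes of female medaka in SC (day 0) and at 6 time points between 1 and 14 days of LW, with 2 arrays per time point. The sample labels and the paper give the same days, and samples were grouped by day. Light and temperature changed together at the transfer, so the arrays do not separate their effects.

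For each array the authors deposited the intensity of every spot as written by Agilent Feature Extraction from a scan of a one-colour custom 4x44K array, together with the raw spot and local background intensity and flags of 0 or 1. The processed intensity includes background correction and detrending within the array, and dim spots have surrogate values. The authors also deposited one table of the whole series, exported from GeneSpring. Its intensity columns match the geometric mean of the 2 arrays of a time point, and its log2 columns match log2 of the processed intensity minus the 75th percentile of the array and minus each probe's median over all arrays, averaged per time point. The log2 values of that table were thus normalized by the authors before they were deposited. These means have no replicates and were used only to recompute the changes of named genes. The names and coordinates of genes come from the same table, which names no genome build, and no coordinate was converted. The authors' list of changed probes gives a fold and a corrected p-value per probe.

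The values were computed with R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and the figures were drawn with matplotlib 3.10.9. Of 45220 spots per array, 43803 were not controls. Spots flagged as outliers were left out, log2 was taken of the processed intensity, the 75th percentile of the array was subtracted and the spots of a probe were averaged; 29 values were missing after this. A probe was tested if it was well above background on both arrays of at least 1 time point, which 28006 of 31090 probes were. The signal over background and the number of arrays limit the precision; the prior degrees of freedom of limma were 1.88 beside 7 residual ones. LW-responsive probes passed the moderated F-test over the 7 time points at a Benjamini-Hochberg adjusted p under 0.001 and changed by at least 2-fold between day 0 and day 14. Single contrasts with day 0 were tested with limma at an adjusted p under 0.05, and every adjusted p without another name comes from limma. Lists of genes were tested with camera with a preset correlation of 0.01. Where all arrays of a group were not well above background, a fold is given as a lower bound, which holds for the background correction of the deposited intensities and not for others. A change within slides is the sum of the changes from day 0 to 1, day 2 to 3 and day 5 to 7, each measured on one slide.

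The genes named are those the paper names in the array results, the genes of 10 lists fixed before the data were examined, and the 3 probes with the largest rise and the 3 with the largest fall at day 14 among the LW-responsive probes with both day 14 arrays on one side of both day 0 arrays and well above background on both arrays of at least 1 of these days. Where several probes carry a gene, its value is that of the probe in the paper's list, or else of the probe with the highest mean. SWS2-A, SWS2-B and rod opsin were named after their values were seen.

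The steps were tested on simulated data. With 200 of 27982 probes changed by 1 to 3 on the log2 scale from day 1 on, the F-test rule recovered 52.5% and the contrast of day 14 with day 0 recovered 82.0% and called 10 unchanged probes; with nothing changed, both called 0. A search for probes that step between day 3 and day 5 recovered 96.5% of simulated 8-fold steps. The simulated arrays held far fewer changed probes than the data and no difference between slides. The simulated steps were also larger than the median of 1.63 (log2) among the 23 stepping probes that have another probe. These rates therefore do not carry over to the data.

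The alternatives were other background corrections and normalizations, other filters on dim probes, the array number as a replicate block, only the arrays compared, no moderation, array weights, other thresholds, genes in place of probes, other set tests and each array left out in turn. Scaling on spike-in probes, centring by GC content and no moderation together with no filter were added after seeing the data. The post hoc test of the paper was not run, and the qPCR, behaviour, in situ hybridization and mutant experiments are not analysed here.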

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

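The tests of the clock and muscle genes were set before the data were examined. The tests of SWS2-A and SWS2-B, CYP27C1, HMGB1, the cell cycle genes and the collagen genes were chosen only after the result was seen. Differences from day 0 include the change of light and of temperature together, and no result separates the 2.

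SWS2-A and SWS2-B, opsin genes that the paper does not report as changed, had probes with larger fitted rises at day 14 than any opsin it names. The SWS2-A probe, which the deposited table places on chromosome 5 from 26983114 to 27024321, rose by 4.45 on the log2 scale at day 14 (standard error 0.44, adjusted p = 5.4e-05) and the SWS2-B probe by 4.23 (standard error 0.40, adjusted p = 4.0e-05), on both arrays of day 14. A difference between slides cannot account for the rise, since 4.00 of the SWS2-A rise and 3.86 of the SWS2-B rise were present on day 1, on the slide of day 0. A second SWS2-A probe of the same interval rose by 1.35 at day 14 (adjusted p = 0.00391) and was called on days 1 and 2, but not on day 3, day 5 or day 7 (0.43, adjusted p = 0.238), nor within slides (0.35, adjusted p = 0.666), and it did not pass the F-test rule (adjusted p = 0.0199). The probes therefore differ in the size of the rise. Whether they differ in the time course was not tested. For both, the change from day 0 was smallest on day 7 (3.68 for the first probe, 0.43 for the second) and largest on day 14. The first SWS2-A probe and the SWS2-B probe changed almost alike from day 0, by 4.00 and 3.86 on day 1, 3.68 and 3.42 on day 7 and 4.45 and 4.23 on day 14. The deposited table also gives the SWS2-A probes the same interval as the LWS probes. Whether the first probe also binds another transcript was not tested. It therefore stays open whether these are rises of 2 genes or 1 signal read by both probes. A rise of the short-wave opsins with season stays open as a hypothesis, untested outside these arrays.

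CYP27C1, a cytochrome P450 gene in the list of visual chromophore genes, fell strongly; it is in the paper's list of suppressed probes, and its text does not discuss it. Its probe changed by -4.27 at day 14 (standard error 0.25, adjusted p = 4.5e-06), with -1.85 on day 1 and -3.49 on day 3. Within slides the changes summed to -2.66 (standard error 0.44), which argues against a difference between slides as the whole cause. It had 1 probe, so no second probe bears on it. A seasonal change of the gene may underlie the fall; this is a hypothesis found in these data.

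Genes of the circadian clock, which the text of the paper does not discuss, were mostly lower in LW. Of 34 probes in the list, 24 were called as lower and 4 as higher at day 14, with a median log2 change of -1.59 (camera, adjusted p = 9.3e-07). Camera with an estimated correlation did not call the list (adjusted p = 0.159), and fry called all 10 lists. The 2 probes of PER1, which are in the paper's list, changed by -4.71 and -3.13. Day length differs between SC and LW while eyes were taken 16 h after light onset in both, so a different phase of the clock at sampling is a technical explanation. It predicts that repressors and activators move in opposite directions and that most of the shift is present on day 1. The 14 repressor probes (PER, CRY, BHLHE and NFIL3) had a median of -1.91 at day 14 and -1.75 on day 1, whereas the 4 ARNTL and CLOCK probes had a median of 0.23 at day 14, with 1 called as higher, and of only 0.05 on day 1. The repressors thus moved as the explanation predicts, while the activators barely moved on day 1, against the prediction. Because the clock time relative to lights off changed with the season itself, phase and season cannot be told apart here.

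Skeletal muscle genes were higher in LW, with 49 of 82 probes called as higher and 11 as lower. Their median log2 change was 0.79 (camera, adjusted p = 9.3e-07). Camera with an estimated correlation did not call the list (adjusted p = 0.385), and fry called all 10 lists. Unequal amounts of muscle carried over with the eyes would move all abundant muscle genes by a similar amount. Among the 10 most abundant probes of the list, the changes spanned 4.12 on the log2 scale, from -1.27 (MYHB) to 2.85 (MYHZ1.2), with standard errors of up to 0.29, which argues against carry-over of one kind of muscle as the whole cause. The mean of the list differed between the 2 arrays of a time point by at most 0.37, against a change of 0.94 from day 0 to day 14. A change in the kind of muscle fibre, or carry-over of a different mixture, was not tested and stays open beside a response to the season.

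Collagen and matrix genes rose as a list, with 38 of 48 probes called as higher and 3 as lower. Their median log2 change was 1.32 (camera, adjusted p = 4.3e-10). Camera with an estimated correlation did not call the list (adjusted p = 0.159), and fry called all 10 lists. The 10 most abundant probes rose by amounts that spanned 3.19 on the log2 scale, from 0.62 (SPARC) to 3.81 (COL1A1A). All 10 were called as higher, as more of one connective tissue in the later samples would also give. The spread cannot decide against that explanation, because how much signal each gene had from other tissue on day 0 is not known. More of one connective tissue therefore stays open. The 2 arrays of a time point differed by at most 0.20 in the mean of the list. A mixture of connective tissues, or growth of the eye in the warm, was not tested and stays open.

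Cell cycle genes changed differently at day 5 and at day 14. The median log2 change of the 38 probes from day 0 was 1.60 on day 5 and 0.87 on day 14, and the median of day 14 minus day 5 was -1.13 (camera, adjusted p = 1.3e-41; fry, adjusted p = 2.9e-04). Of these probes, 28 were called as lower on day 14 than on day 5. The camera value rests on the preset correlation between genes, whereas the correlation estimated for this list was 0.38. With the estimated correlation, camera did not call the list at day 14 against day 0 (adjusted p = 0.385). No such value is given for day 14 against day 5, so the size of the camera p-value is not relied on. Days 5 and 7 shared a slide, and between them the median change was -0.87, with 37 of 38 probes lower on day 7, which argues against a difference between slides. A wave of cell division after transfer to LW may underlie the pattern, as a hypothesis from these data.

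A probe of HMGB1, a gene in the list of heat shock and cold response genes, is in the paper's list of suppressed probes. It stood at 2.67 on day 0, changed by -4.06 on day 1 and then partly recovered. Day 14 was higher than day 1 by 2.86 (standard error 0.11, adjusted p = 5.4e-06 from limma). The fall lay between day 0 and day 1 on one slide, which argues against a difference between slides. A second probe named HMGB1 (CUST_15014_PI429674670) changed by 0.05 on day 1, so the pattern belongs to 1 of 2 probes of that name. Whether the probes measure different genes was not tested.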

How the results depend on the processing

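Scaling on spike-in probes, centring by GC content, and no moderation together with no filter were chosen only after the result was seen; the other alternatives were set before the data were examined.

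All 31 named opsin, phototransduction and lens genes kept their direction and their call under the alternatives run for them, from 0.61 for the smallest log2 change under spike-in scaling upwards. RPL7 lay between -0.20 and 0.09 and was not called.

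The number of LW-responsive probes, 2663, stayed within 1.5 times under the other normalizations and filters set in advance, from 2012 with normexp and quantile normalization to 2690 with the median of each array, and was 3505 with a 2-fold change on any later day. Without moderation it was 1716, all of them among the 2663, and without moderation and with no filter on dim probes it was 1646. With an adjusted p under 0.05 in place of 0.001 it was 4752. With only the arrays of day 0 and day 14 limma called 0 probes, as the limit of 0.001 is not reached with so few arrays; 15247 had an unadjusted p under 0.05 there, and 11889 by the methods' t-test. Leaving out 1 array gave 1192 to 2294 calls. The lowest were 1288 without the first and 1192 without the second day 0 array, where the lone array is assumed to vary like the others; 1203 and 1125 of these were among the 2663.

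Of 14940 probes called between day 14 and day 0, 4971 changed by at least 2-fold, and no other alternative moved this count, or that of any other day, by more than 1.5 times. Of the paper's list, 1537 probes were called. With only the arrays compared it was 0, and leaving out 1 array gave 975 to 1537, with 975 without the second day 0 array.

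Array numbers are shared between time points, but deviations of arrays with the same number correlated only between -0.094 and 0.080 over 21 pairs of time points, so the numbers do not pair the samples. With the array number as a replicate block 2271 probes were LW-responsive, and the block changed no call of a named gene. Every day lies on a single slide, so a slide block adds nothing to the time points in the model and was no test of the slides, and a random slide effect could not be estimated. The authors' series table has no replicates and gave no test, but it kept the direction of all 31 genes.

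Scaling on the mean of 8 spike-in control probes moved the median change of all probes from -0.03 to -0.23 at day 14, and the share of calls that were higher from 47.9% to 31.1%. The split of LW-responsive probes became 962 higher and 1867 lower, from 1405 and 1258. Directions of small changes therefore depend on the scaling; the cause of the shift was not tested.

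Of the 10 gene lists, camera called 6 at day 14, fry 10 and camera with an estimated correlation 0 (adjusted p 0.159 at the lowest). Rod genes had a median of 0.62 and a mean of 0.20 (adjusted p = 0.0283; 0.0827 with normexp and quantile normalization), cone genes a median of -0.34 (adjusted p = 0.415), pigment cell genes -0.43 (0.175) and heat shock and cold response genes -0.23 (0.293). Visual chromophore genes had a median of 0.20 but a mean of -0.12, and were not called by camera (adjusted p = 0.962, upwards), while fry called them downwards (adjusted p = 0.0297). The adjusted p of that list lay between 0.0297 and 0.996 over all alternatives.

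Signal over background limits the dim probes. The lowest share of probes well above background on an array was 82.7%, and changes of probes below it on all arrays of a day are bounds.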

Differences from the paper's values

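No alternative named here was chosen after the result was seen, except no moderation together with no filter on dim probes.

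The paper's reported numbers are 824 LW-induced and 727 LW-suppressed genes. The moderated F-test gave 1405 probes higher and 1258 lower in LW. Among the alternatives set before the data were examined, both numbers fell within 1.5 times the paper's without moderation (921 and 795), with normexp and quantile normalization (1056 and 956), with the replicate block (1214 and 1057), and with any single array of the later days left out, from 1106 to 1214 and from 943 to 1080. Without the first day 0 array they were 794 and 494, within 1.5 times, and without the second they were 732 and 460, of which the second number was not. Both stayed further away with quantile normalization alone (1432 and 1225), the median of each array (1514 and 1176), the percentile over probes well above background on all arrays (1429 and 1243), no filter (1340 and 1193), the filter on all 14 arrays (1359 and 1206), array weights (1381 and 1233), the arrays of day 0 and day 14 alone (0 and 0), an adjusted p under 0.05 (2339 and 2413), 2-fold on any later day (1867 and 1638) and genes in place of probes (1262 and 1139). No moderation together with no filter, chosen after seeing the values, gave 895 and 751, with 1534 probes of the paper's list among them. Its adjusted p-values were close to those in the paper's list. Their log10 values correlated at 0.999, and the log10 ratio had a median of -0.0088 and lay between -0.12 and 0.084. The paper's corrected p-values are thus close to those of an unmoderated test without a filter. What the post hoc test, not run here, adds to the remaining difference is not known.

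Of the paper's probes, 8 of 1545 tested were not called. An adjusted p under 0.05 in place of 0.001 called all 1545. For the 29 named genes with a fold in the paper's list, none differed by more than 1.5 times, and the largest ratio was 1.003. The mean of all probes of a gene, set before the data were examined, gave other folds for PDE6GL (4.01, against the paper's 7.26), CNGB3 (1.57, against 2.64) and RDH8 (2.53, against 4.71).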

Other observations

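The test of slides for all probes was set before the data were examined. The tests of probes that step between day 3 and day 5 and of pairs of probes of one gene were chosen only after the result was seen.

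If slides caused the many differences between time points, days on one slide would resemble each other most. The largest step was from day 0 to day 1 on one slide, with a root mean square of 0.76 on the log2 scale and 4010 probes over 2-fold, against 0.41, 0.51 and 0.35 for the 3 steps between slides. Slides are therefore not the whole cause of the differences. The other steps on one slide, 0.33 from day 2 to day 3 and 0.36 from day 5 to day 7, were among the smallest, so a contribution of slides to the later steps is not excluded.

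Between day 3 and day 5, 93 probes rose and 8 fell by a clean step, meaning that all arrays up to day 3 lay more than 1 below or above all later arrays on the log2 scale. All 93 were LW-responsive and 86 are in the paper's list of induced probes; RH1 and RCVRN3 are among them. From day 1 to day 2 such steps numbered 28 and 6, and from day 7 to day 14 15 and 5. Between days on one slide they numbered 515 and 530 from day 0 to day 1. From day 2 to day 3 there were 3 and 2, and from day 5 to day 7 0 and 2. If the transcripts themselves changed, other probes of the same transcript would step likewise. For the 23 probes that have one, the other probes rose by a median of 0.35, against 1.63 for the probes themselves, and 6 of 24 rose by over 2-fold. For clean rises from day 0 to day 1, other probes rose by a median of 1.2, against 1.86. This argues against changed transcripts as the cause for most of the 23, but not for those whose other probe followed, nor for RH1 and RCVRN3, which have none. The arrays' scaling is argued against by the 8 spike-in probes, whose highest rise at this step was 0.16. A difference between the slides of days 0 to 3 and those of days 5 to 14 that acts on single probes of low GC content may underlie part of it. The 123 probes under 30% GC rose by a median of 0.64 at this step and by -0.03 to 0.07 at the other 5, and 5.69% of them stepped cleanly, against 0.20% of probes with 45% to 50% GC. The step correlated with GC content across probes (r = -0.14), and probes are not independent replicates. A sequence variant between the fish of the earlier and later days cannot be told apart from this, since the 8 falls and the 93 rises carry no sequence of the fish. A response of the eye that begins between these days also stays open.

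The difference between the 2 arrays of a time point was shared by different probes of one gene. Over 2155 pairs of probes the correlation of these differences was 0.585 to 0.659 in the 7 time points, against -0.023 to 0.0092 with pairs shuffled. Noise of single spots would give no correlation. The pairs of probes differ in place on the array, so the differences may come from the RNA of the pools or from labelling, and the data do not separate these.

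Apart from the probes of the opsins the paper reports as changed and those of SWS2-A, SWS2-B and rod opsin, 9 further opsin probes were looked at (RH2-C, VAL, 2 melanopsin-like and 5 TMT opsin probes). Of 8 that could be tested, 3 were called at day 14, RH2-C with a log2 change of 0.86, TMTOPS1B with 0.58 and TMTOPS3B with 0.55, and 0 were LW-responsive by the F-test rule at 2-fold. The RH2-C probe read almost the same as the second RH2-B probe, with means of 4.79 and 4.82 on day 0 and 5.65 and 5.61 on day 14. Whether the 2 probes measure different genes was not tested.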
